# Haustorium initiation in the obligate parasitic plant *Phelipanche ramosa* involves a host-exudated cytokinin signal

**DOI:** 10.1093/jxb/erx359

**Published:** 2017-10-21

**Authors:** Vincent Goyet, Estelle Billard, Jean-Bernard Pouvreau, Marc-Marie Lechat, Sandra Pelletier, Muriel Bahut, Fabrice Monteau, Lukáš Spíchal, Philippe Delavault, Grégory Montiel, Philippe Simier

**Keywords:** *Brassica napus*, broomrape, cytokinins, haustorium, microarray, parasitic plant, *Phelipanche ramosa*, root development, root exudates

## Abstract

The heterotrophic lifestyle of parasitic plants relies on the development of the haustorium, a specific infectious organ required for attachment to host roots. While haustorium development is initiated upon chemodetection of host-derived molecules in hemiparasitic plants, the induction of haustorium formation remains largely unknown in holoparasitic species such as *Phelipanche ramosa*. This work demonstrates that the root exudates of the host plant *Brassica napus* contain allelochemicals displaying haustorium-inducing activity on *P. ramosa* germinating seeds, which increases the parasite aggressiveness. A *de novo* assembled transcriptome and microarray approach with *P. ramosa* during early haustorium formation upon treatment with *B. napus* root exudates allowed the identification of differentially expressed genes involved in hormone signaling. Bioassays using exogenous cytokinins and the specific cytokinin receptor inhibitor PI-55 showed that cytokinins induced haustorium formation and increased parasite aggressiveness. Root exudates triggered the expression of cytokinin-responsive genes during early haustorium development in germinated seeds, and bio-guided UPLC-ESI(+)-/MS/MS analysis showed that these exudates contain a cytokinin with dihydrozeatin characteristics. These results suggest that cytokinins constitutively exudated from host roots play a major role in haustorium formation and aggressiveness in *P. ramosa*.

## Introduction

Some terrestrial plant species have developed unique features in the course of evolution, leading them to adopt a heterotrophic lifestyle. Plant parasitism is thought to have evolved independently 12–13 times in angiosperms, allowing the occurrence of a diversity of parasitic behavior ranging from opportunistic facultative parasitism to obligatory parasitism (Westwood *et al.*, 2010). The transition from autotrophy to parasitism lies in the development of a multicellular specialized infectious organ, the haustorium, which allows adhesion to and penetration of host tissues by the parasitic plant and the establishment of vascular connections between the host and the parasite (Yoshida *et al.*, 2016).

Most plants in the Orobanchaceae family are root parasitic organisms, including the facultative parasites *Triphysaria versicolor* and *Phtheirospermum japonicum*, and the obligatory parasites *Striga* sp. (witchweeds), and *Orobanche* and *Phelipanche* sp. (broomrapes). Facultative parasites can grow to maturity without host connections, although in the vicinity of a host root, they can develop lateral haustoria to connect to the host vascular system (Albrecht *et al.*, 1999). Lateral haustoria develop at the root elongation zone without interfering with the meristematic activity of the root apex, allowing the root growth to resume after the initiation of haustorium formation (Matvienko *et al.*, 2001*a*). Obligatory parasites develop terminal haustoria at the apex of the radicle of germinated seeds which cause a complete root growth arrest and a redirection of cellular extension from longitudinal to radial (Joel and Losner-Goshen, 1994; Hood *et al.*, 1998). In chlorophyllous species (hemiparasites) including witchweeds and facultative parasites, the development of early haustorial structures (EHSs) starts with the swelling of the root tip due to the redirection of cell division. Concomitantly, a polar outgrowth of epidermal cells is observed which give rise to haustorial hairs that serve as structures for adhesion to the host (Baird and Riopel, 1983; Hood *et al.*, 1998; Bandaranayake and Yoder, 2013). In achlorophyllous species (holoparasites) such as *Orobanche cumana* and *Phelipanche aegyptiaca*, the early haustorium development is also revealed by a swelling of the root tip, caused by the extension of the apical cells and a polar outgrowth of epidermal cells, but it gives rise to short cell extensions termed papillae (Joel and Losner-Goshen, 1994; Fernández-Aparicio *et al.*, 2016). Both haustorial hairs and papillae produce adhesive molecules meant to anchor the haustorium to the host root (Baird and Riopel, 1985; Joel and Losner-Goshen, 1994).

EHS formation is triggered after a host-derived chemical stimulation by so-called haustorium-inducing factors (HIFs), which are mainly phenolic acids (Albrecht *et al.*, 1999). Among them, 2,6-dimethoxy-1,4-benzoquinone (DMBQ) was isolated from abraded *Sorghum* roots and shown to trigger haustorium formation in *T. versicolor* and *Striga hermonthica* (Lynn *et al.*, 1981; Chang and Lynn, 1986). DMBQ is released by oxidation of host cell wall compounds upon host peroxidase activity triggered by hydrogen peroxide production at the tip of the *Striga* radicle (Keyes *et al.*, 2000). Such a model explains how the parasite extracts HIFs and develops an haustorium only upon close contact with the host root (Keyes *et al.*, 2007). DMBQ recognition involves a modification of redox potential, in which semiquinone intermediates are formed to trigger a redox-sensitive signal transduction pathway (Keyes *et al.*, 2000). This redox cycling involves two quinone oxidoreductase-encoding genes (*TvQR1* and *TvQR2*) which are transcriptionally up-regulated in *T. versicolor* roots in response to DMBQ (Bandaranayake *et al.*, 2010; Ishida *et al.*, 2017). Treatments with phytohormones also trigger EHS formation (i.e. haustorial hairs) (O’Malley and Lynn, 2000), but with differences in the degree and size of the swelling and in the precise and synchronous location of the haustorial hairs with respect to the root apex (Tomilov *et al.*, 2005). Nevertheless, indole acetic acid (IAA) treatment enhances haustorial hair formation in *T. versicolor* when low DMBQ concentrations are applied. Ishida *et al.* (2016) showed that the auxin biosynthesis gene *YUC3* encoding a flavin monooxygenase is up-regulated in haustorial cells of *P. japonicum*. Overexpression of *YUC3* in *P. japonicum* roots triggers haustorium formation, and IAA levels increase at the haustorium formation site after DMBQ treatment. These results suggest that the auxin biosynthetic and regulatory pathways may be recruited in these facultative parasites during EHS formation.

Although no known host-derived HIF is active on holoparasites, recent findings showed that the mycotoxins sphaeropsidones may trigger EHS formation in *O. cumana* and *O. crenata* (Fernández-Aparicio *et al.*, 2016). These molecules are not related in structure to DMBQ, which suggests that other receptors and signaling pathways leading to EHS formation in broomrapes may exist. Although recent transcriptomic studies have unraveled the existence of core parasitism genes expressed in response to DMBQ in *S. hermonthica*, *T. versicolor*, and *P. aegyptiaca* (Yang *et al.*, 2015), and strengthened the involvement of hormone signaling in EHS development in *P. japonicum* and *Santalum album* (Zhang *et al.*, 2015; Ishida *et al.*, 2016), the mechanisms leading to haustorium formation in the holoparasite *P. aegyptiaca* remain largely unknown.

Here, using transcriptomic and biochemical approaches, we examined the induction of haustorium formation in the holoparasitic species *P. ramosa* in response to host plant root exudates (*Brassica napus*), and demonstrated that this event is triggered by a cytokinin (CK) signal.

## Materials and methods

### Plant material and growth conditions

*Phelipanche ramosa* (L.) Pomel seeds were collected in 2014 from mature broomrape flowering spikes in an oilseed rape field at Saint Martin de Fraigneau (France) and stored at 25 °C in the dark before use. The highly susceptible *B. napus* cultivar ES Aliénor (EURALIS, Lescar, France) was chosen for co-cultivation experiments in Petri dishes and exudation assays. *S*eeds were surface-sterilized using 2.4% sodium hypochlorite (Lechat *et al.*, 2012). *Phelipanche ramosa* seeds were then suspended (10 mg ml^–1^) in 1 mM HEPES, pH 7.5, 0.1% PPM (incubation medium) and placed at 21 °C in the dark for 7 d (conditioning period; Lechat *et al.*, 2015).

*Brassica napus* seeds were placed on a plate between two moistened filter papers and incubated at 21 °C in a growth chamber (16 h light, 8 h dark) for 7 d. Two hundred plantlets were then distributed into 20 drained plastic pots [700 ml, 9 × 11 × 12 cm (W×L×H), Nicoplast] nested in undrained pots and filled with glass beads (Ø 3 mm). Plantlets were first watered with 100 ml of 50% Coïc medium pH 6.8 (Coic and Lesaint, 1975) once a week and then every 2 d from week 3 on. Culture medium (root exudates) from each drained pot was recovered and pooled at the end of weeks 3 and 4 (weeks with exudates displaying the highest EHS induction activity).

### Bioassays for haustorial induction

After the conditioning period, the incubation medium was removed and *P. ramosa* seeds were rinsed three times with sterile distilled water and suspended (2.5 mg ml^–1^) in germination medium [0.5 mM HEPES, pH 7.5, 0.05% PPM, *rac*-GR24 10^–7^ M (synthetic germination stimulant, kindly provided by Dr B. Zwanenburg)]. A 100 µl aliquot of GR24-treated *P. ramosa* seeds (~25 seeds) was then distributed in each well in 96-well plates (Cell Culture Multiwell Plate Cellstar; Greiner Bio-One) and placed to germinate at 21 °C in the dark for 4 d.

The germination solution was then removed from the wells and seeds were suspended in 100 µl of test solutions. Test solutions for EHS induction assays contain 0.5 mM HEPES, pH 7.5, 0.05% PPM (final concentration) and various concentrations of commercial standards and organic or aqueous root exudates from *B. napus* (Supplementary Table S1 at *JXB* online). Induction of EHS was monitored 3 d after treatments.

### Confocal laser and light microscopy

Observations of haustorium formation at the apex of *P. ramosa* germinated seeds were conducted using a confocal laser scanning microscope (MCBL Nikon A1). Germinated seeds were treated or not with *B. napus* root exudates for 72 h and then stained in acridine orange (0.02%) for 5 min and rinsed three times with water. The excitation and emission wavelengths were set at 488 nm and 500–530 nm, respectively.

Germinated seeds were fixed and embedded in LRW resin (London Resin White acrylic, Sigma Aldrich) (Chateigner-Boutin *et al.*, 2014). Sections of 1.5 µm thickness were prepared using a Leica EM UC7 ultramicrotome, stained using toluidine blue (Toluidine blue 1%, Na_2_CO_3_ 2.5%) for 5 min, and rinsed with distilled water, then observed using a Nikon AZ100 macroscope.

### Aggressiveness bioassay

For co-cultivation experiments, 7-day-old *B. napus* plantlets were transferred onto filter paper each covered with 20 mg of germinated *P. ramosa* seeds previously treated or not for 2 d with root exudates and placed in cut square plates (120 × 120 × 17 mm, Greiner, France) containing a uniform layer of rockwool moisturized with 50 ml of Coïc medium. Five plantlets per plate and five plates per condition were used. Plates were sealed and incubated vertically at 21 °C in a growth chamber (16 h light, 8 h dark, 70% humidity) for 17 d and supplied every 2 d with 10 ml of Coïc medium. The development of a functional haustorium was monitored daily using a phloem-mobile fluorescent dye (6-Carboxyfluorescein, Sigma Aldrich, 10 mM, pH 6.3). Droplets of carboxyfluorescein were applied on abraded host leaves, and fluorescent tubercles were observed using a fluorescence binocular equipped with a GFP2 filter: 480/40 nm excitation; 510 nm emission (Leica), showing functional phloem connections between the host and parasite within the haustorium (Péron *et al.*, 2017).

### Total RNA extraction

RNA was extracted using a Nucleospin RNA Plant kit (Macherey Nagel) according to the manufacturer’s instruction. Genomic DNA was removed from RNA samples by treatment with 6.8 U of RNase-free DNase I (Qiagen, Cat. No 79254) followed by a clean-up step with an RNA clean up XS spin column (Macherey Nagel) according to the manufacturer’s instruction. RNA was quantified using a NanoDrop ND-1000 (NanoDrop Technologies), and RNA quality was assessed with an Agilent 2100 Bioanalyzer.

### cDNA sequencing and *de novo* transcriptome assembly

Total RNAs were extracted from *P. ramosa* seeds imbibed for 24 h, seeds conditioned for 7 d, germinated seeds (72 h after GR24 treatment), young tubercles, ‘spider’ stage tubercles, young flowering stems, and mature flowering stems. A Roche 454 normalized library was constructed with mRNAs isolated from each sample and mixed in equal proportion, and single read sequences were obtained with Roche GS-FLX+ 454 pyrosequencing systems equipped with on-instrument Data Analysis Software Modules v.2.3 (Life Science). cDNA library construction and sequencing were performed by Eurofins Genomics Company (Ebersberg, Germany).

For *de novo* transcriptome assembly, sequences were treated using the Mira sequence assembler Version 3.4 by Eurofins Genomics Company. Blast annotation of the translated sequences (BlastX) was performed using the BioEdit software v7.2.5 against *Arabidopsis thaliana* (TAIR 10) and *Solanum lycopersicum* (SlGDB, http://www.plantgdb.org) libraries. The contigs were then assigned to the PlantTribes 2.0 orthogroups (Wall *et al.*, 2008). Gene Ontology (GO) terms were assigned for each unigene based on GO slim terms using the PANTHER algorithm (http://www.pantherdb.org) (Mi *et al.*, 2016).

### Microarray analysis

Contigs obtained from *de novo* transcriptome assembly were used to design the Agilent-069670 Phelipanche_v1 chip. It was *in situ* synthesized by Agilent (see the manufacturer’s web site at http://www.agilent.com/) and contained 105 086 oligoprobes of 60-mers as follows: 52 543 predicted sense and 52 543 complementary antisense sequences corresponding to the predicted coding genes. 

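In the scanner output, an array carried 180880 spots, of which 176026 held the 105086 probes and the others were control spots. Each sense probe was spotted 2 times and had an antisense partner for the same contig. Of the antisense probes, which were taken to be those whose identifier ends in _r, 34146 were spotted 1 time and 18397 were spotted 2 times. The value of most antisense probes therefore rested on a single spot, whereas that of a sense probe was the mean of 2 spots.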

All probes were designed within the CDS and with a positive bias toward the 3′ end of the genes, and fixed on Agilent 4 X 180K microarray slides (Gene Expression Omnibus under the accession number GPL23512).

Total RNA was extracted from 200 mg of germinated seeds treated or not with crude *B. napus* root exudates for 12 h and 24 h then deep frozen in liquid nitrogen. mRNA was amplified, labeled as described in Celton *et al.* (2014), and co-hybridized according to the Agilent two-color microarray-based gene expression analysis protocol.

For each comparison, two biological replicates were analyzed in dye-switch design as described in Depuydt *et al.* (2009). All statistical analyses were performed using the R language (R Development Core Team, 2009) as described in Celton *et al.* (2014). Transcriptome data have been submitted to the Gene Expression Omnibus as Series GSE99377. GO term enrichment of differentially expressed genes (DEGs) was carried out using the AGRIGO algorithm (http://bioinfo.cau.edu.cn/agriGO) (Du *et al.*, 2010) against the GO assignment of *P. ramosa de novo* transcriptome assembly using Fisher’s exact test corrected as described in Benjamini and Hochberg (1995) [false discovery rate (FDR) <0.05].

### Quantitative real-time PCR (RT-qPCR) analysis

cDNA was synthesized from 0.5 μg of total RNA using SuperMIX qScript cDNA (Quanta) according to the manufacturer’s instructions. cDNA was diluted 20 times and used in 25 µl RT-PCR experiments with 12.5 µl of PerfeCTa SYBR Green SuperMix (Quanta) and 0.3 mM of each primer, carried out on an Applied Biosystems 7300 real-time PCR system (Applied Biosystems) as described in Lechat *et al.* (2015) using the amplicon of the constitutive 18S, which showed low cycle threshold variation (SD <0.5 cycle threshold), as an internal control to normalize all the data. The gene-specific primers used for each amplification are presented in Supplementary Table S2. A control experiment without cDNA was included for each PCR mix.

### Bioassay-guided reversed phase (RP)-HPLC purification of HIFs

Two liters of crude *B. napus* root exudates were loaded on a Strata-X 33µm Polymeric Solid Phase Extraction column (SPE, Phenomenex) and then washed with 4 ml of distilled water. Flow-through and washing volumes were pooled (FT). Compounds eluted with 4 ml of acetonitrile (ACN) were further evaporated using an R II Rotavapor (Buchi) and suspended in 200 µl of 50% ACN (SPE extract).

The SPE extract was further fractionated by using a LaChrom Elite HPLC System (Hitachi) equipped with an L-2100 pump, L-2200 Autosampler, L-2400 UV Detector, and column thermostat Jetstream 2 Plus. A 90 µl aliquot of SPE extract was loaded on a Kromasil C18 guard column (5 µm, 250 × 4.6 mm, Sigma-Aldrich). Chromatographic conditions were: flow rate of 0.5 ml min^−1^; column temperature of 30 °C; and the following binary gradient: 0 min, 95:5; 7 min, 95:5; 28 min, 0:100; 39 min, 0:100 (time, water–0.1% acetic acid:ACN–0.1% acetic acid). Absorbance was monitored at 260 nm. Fractions 0.5 ml to 2.5 ml of the purified exudate were collected from 0 to 39 min and tested in an haustorium induction assay.

### Detection and quantification of CKns by UPLC-ESI (+)-MS/MS in root exudates

CK identification in the fractionated exudates was carried out by UPLC-ESI(+)-MS/MS according to Svačinová *et al.* (2012) with some modifications. An Acquity UPLC System (Waters) linked to a triple quadrupole mass spectrometer Xevo™ TQ-S (Waters MS Technologies) equipped with an electrospray interface (ESI) and the unique performance of a collision cell (ScanWave) was used. MS data were processed by MassLynx™ software with the TargetLynx™ program (version 4.2, Waters).

A 2 µl aliquot of samples (SPE extract or fractions) was injected onto a reversed-phase column (Acquity UPLC BEH C18, 1.7 μm, 2.1 × 100 mm, Waters). The flow rate was fixed at 0.4 ml min^−1^; column temperature was 40 °C; sample temperature was 4 °C; and the following binary gradient (A, water–0.5% formic acid; B, methanol–0.5% formic acid) was applied: 0 min, 95:5 (A:B); 4.0 min, 95:5; 9.0 min, 50:50; 10.0 min, 0:100; 1.0 min, 0:100; 13.0 min, 95:5; 15.0 min, 95:0. Selective reaction monitoring mode using mass-to-charge (*m/z*) transitions of precursor and product ions was optimized: capillary voltage 3.0 kV; source/desolvation gas temperature 150/400 °C; cone/desolvation gas flow rates 150/650 l h^−1^.

## Results

### *Brassica napus* root exudates induce EHSs at the apex of the *P. ramosa* radicle

By choosing *B. napus* as a major host for *P. ramosa*, we tested if the signal allowing the induction of haustorium formation is of allelochemical nature and present in the root exudates. Germinated seeds (96 h post 10^−7^ M GR24 treatment, T_0_ seeds) were treated or not with *B. napus* root exudates during 72 h. While T_0_ seeds and untreated seeds displayed radicles with a thin and regular conical apex (Fig. 1A, B, E, F), treated seeds displayed a larger apex with irregular lobes and larger cells (Fig. 1C, G). Moreover, a complete root growth arrest was observed in treated germinated seeds in comparison with the untreated radicles (Fig. 1I). This suggests that root exudates trigger a change in cell expansion and root elongation. In addition, papillae were observed in the crown at the apex of treated radicles, each arising from single epidermis cells (Fig. 1C, D, G, H). EHSs are characterized by the swelling of the root apex, shorter roots, and outgrowth of epidermal cells (formation of papillae).

**Fig. 1.**
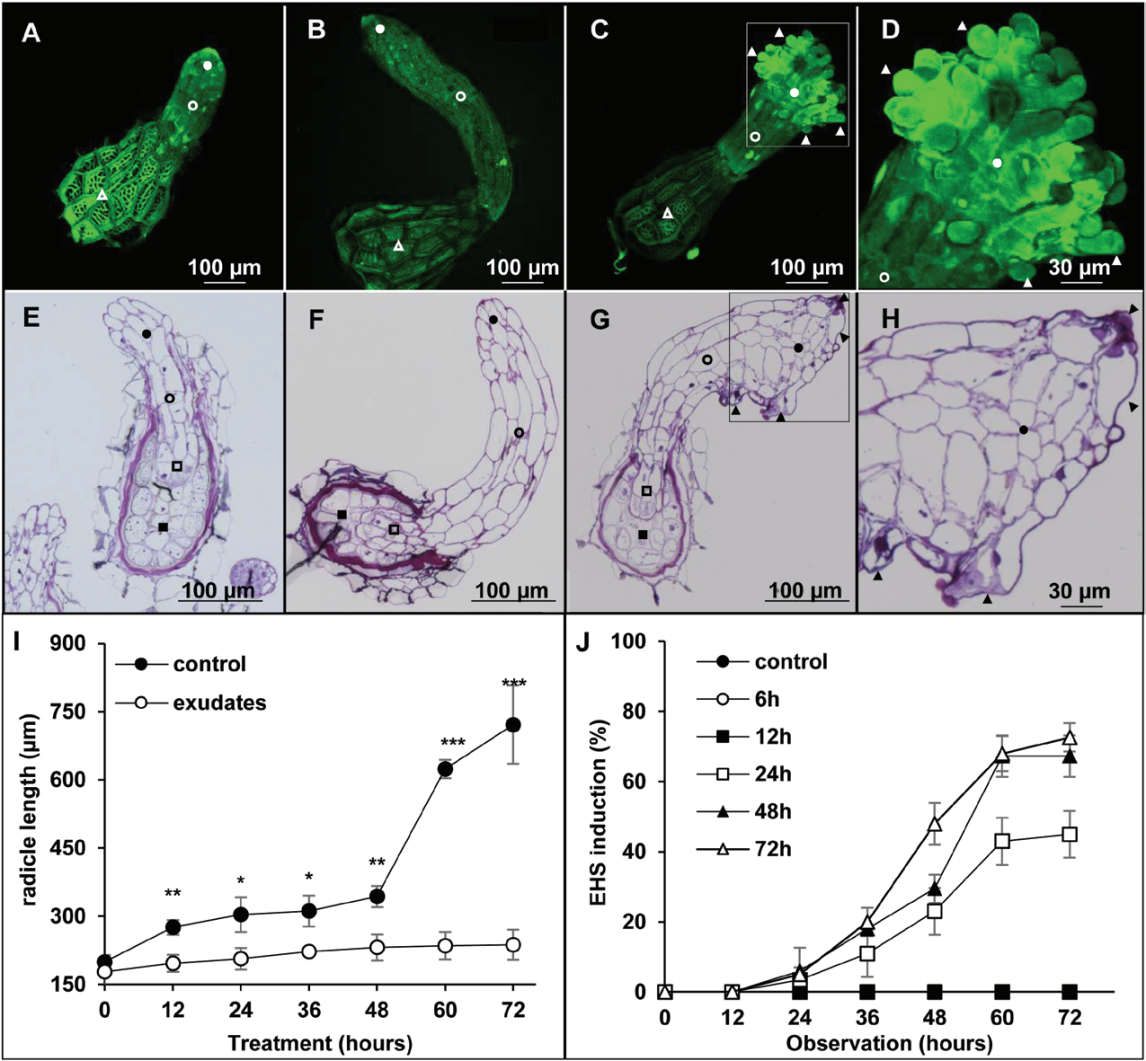
*Brassica napus* root exudates can trigger the formation of early haustorial structures in *P. ramosa*. (A–D) Confocal laser scanning microscope observation of *P. ramosa* germinated seeds stained with acridine orange. (E–H) Light microscope observation of thin sections of *P. ramosa* germinated seeds stained with toluidine blue. Open squares, embryo; filled squares, albumen; open circles, radicle; filled circles, apex; open triangles, testa; filled triangles, papillae. (A, E) Seeds before treatment. (B, F) Seeds incubated for 72 h in control buffer. (C, G) Seeds incubated for 72 h in half-diluted *B. napus* root exudates. Sale bars=100 µm. (D, H) Close-up view of the root apex of seeds incubated for 72 h in *B. napus* root exudates. Scale bars=30 µm. (I) Assessment of radicle length of *P. ramosa* germinated seeds upon treatment with *B. napus* root exudates during 72 h. Exudates were half diluted in buffer solution (0.5 mM HEPES, 0.05% PPM). The control condition corresponds to a treatment with the buffer solution alone. Means are values ±SE (*n*=6). Means annotated with asterisks are significantly different from the control points (*t*-test, *P<0.05, **P<0.01, and ***P<0.001). (J) Time course assessment of EHS development upon continuous treatment with *B. napus* root exudates for 6, 12, 24, 48, and 72 h, respectively. At the end of each treatment time, germinated seeds were rinsed, and exudates were discarded and replaced by buffer solution. Means are values ±SE (*n*=6).

A time course treatment was used to determine the kinetics of EHS formation as well as the minimum treatment time required. Untreated seeds and seeds treated for 6 h and 12 h did not show any EHS formation in the course of the experiment, whereas seeds treated for 24, 48, and 72 h all displayed a significant EHS formation at 36 h and reached up to 72% of radicles displaying EHSs at 72 h (Fig. 1J). A dose–response pattern was observed using diluted extracts (Supplementary Fig. S1).

Taken together, these results (root growth arrest and EHS formation) suggest that *B. napus* root exudates contain molecules acting as HIFs.

### Induction of EHSs enhances aggressiveness of *P. ramosa* germinated seeds

Co-cultivation assays were used in order to demonstrate the importance of the observed EHSs for the parasite aggressiveness. Germinated *P. ramosa* seeds were treated or not for 48 h with *B. napus* root exudates before being put in contact with roots of *B. napus* plantlets. The number of tubercles with vascular connections reflecting the development of functional haustoria was assessed using the phloem tracer, 6-carboxyfluorescein. The results were expressed as a percentage of the maximum number of tubercles observed in control conditions (no treatment with *B. napus* root exudates). The number of tubercles in treated conditions was already significantly higher (55 ± 10%) than in untreated conditions (21 ± 6%) from the 10th day on and reached 280 ± 28% at the end of the experiment (Fig. 2), indicating that pre-inducing the development of EHSs clearly increased the aggressiveness of the parasite.

**Fig. 2.**
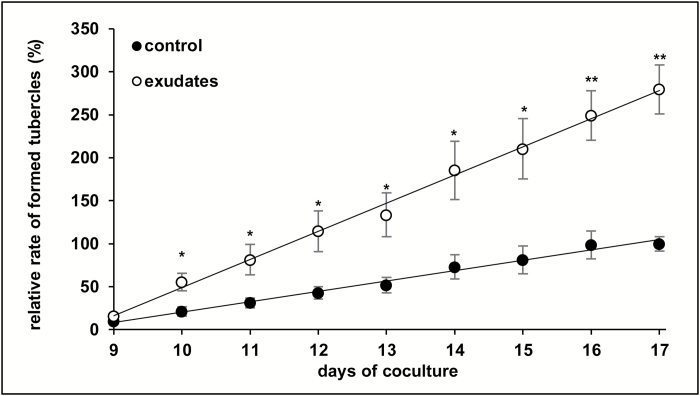
Induction of EHSs at the apex of *P. ramosa* germinated seeds enhances parasite aggressiveness. A 20 mg aliquot of *P. ramosa* germinated seeds was incubated for 48 h in *B. napus* root exudates or control solution before placing them in contact with *B*. *napus* roots. Five plantlets per plate and five plates per condition were used. The number of developing tubercles was assessed using the phloem-mobile dye 6-carboxyfluorescein and the results were expressed as a percentage of the maximum number of tubercles observed in control conditions. Exudates were half diluted in buffer solution (0.5 mM HEPES, 0.05% PPM). The control condition corresponds to a treatment with the buffer solution alone. Means are values ±SE (*n*=5 plates). Means annotated with asterisks are significantly different from the control points (*t*-test, *P<0.05 and **P<0.01).

### High-throughput sequencing and *de novo* assembly of the *P. ramosa* transcriptome

To obtain *de novo* assembly of the *P. ramosa* transcriptome, a GS-FLX+ 454 pyrosequencing approach (Life Science) was used. Total RNAs were extracted from various developmental stages from seeds to mature flowering shoots. A normalized cDNA library was constructed from mRNAs isolated from each sample and mixed in equal proportion. A total of 1 151 288 reads with an average length of 437 bp and a total length of 503 Mbp were generated. The assembly yielded 58 Mbp distributed in 53 511 unigenes (non-redundant sequences; Supplementary Table S3). The unigenes had an average size of 952 bp and an N50 contig length of 1071 (L50=20 080).

The coverage rate of the *P. ramosa* transcriptome was assessed by examining the proportion of conserved orthologous genes in the assembly data set. Two sets of conserved genes were used, namely the UCOs containing 357 single-copy genes highly conserved in *A. thaliana*, humans, mice, yeast, fruit flies, and *Caenorhabditis elegans*, and APVO sequences containing 959 single-copy genes from *A. thaliana*, *Populus trichocarpa*, *Vitis vinifera*, and *Oryza sativa* plant genomes (Wall *et al.*, 2008; Duarte *et al.*, 2010): 98% of UCOs (with a threshold blast e-value of 1 × 10^10^) and 82% of APVO sequences were detected in *P. ramosa* transcriptome assembly, indicating the high coverage rates of *P. ramosa* transcripts (Supplementary Table S3).

Local alignment using the BLASTx algorithm (cut-off e-value 1 × 10^10^) showed that 51% and 55% of *P. ramosa* contigs/unigenes have homologous sequences in the *A. thaliana* genome (TAIR 10) and in the *S. lycopersicum* (GeneBank 160) genome, respectively (Supplementary Table S3). *Phelipanche ramosa* contigs/unigenes were then classified into 6227 slim GO terms which were regrouped in 30 main terms (Fig. 3A–C, Supplementary Data set S1). Among the terms represented, the biological process category was mainly classified into metabolic process and cellular process, accounting for ~34% and 31% of the transcripts, respectively. The molecular function category was dominated by catalytic activity and binding. Of these, hydrolase activity (31%), transferase activity (29%), oxidoreductase activity (15%), nucleic acid binding (57%), and protein binding (30%) were the most represented. In the cellular component category, 43% of the contigs were classified in cell part, of which 82% account for intracellular and 14% account for plasma membrane localization (Fig. 3A–C; Supplementary Data set S1).

**Fig. 3.**
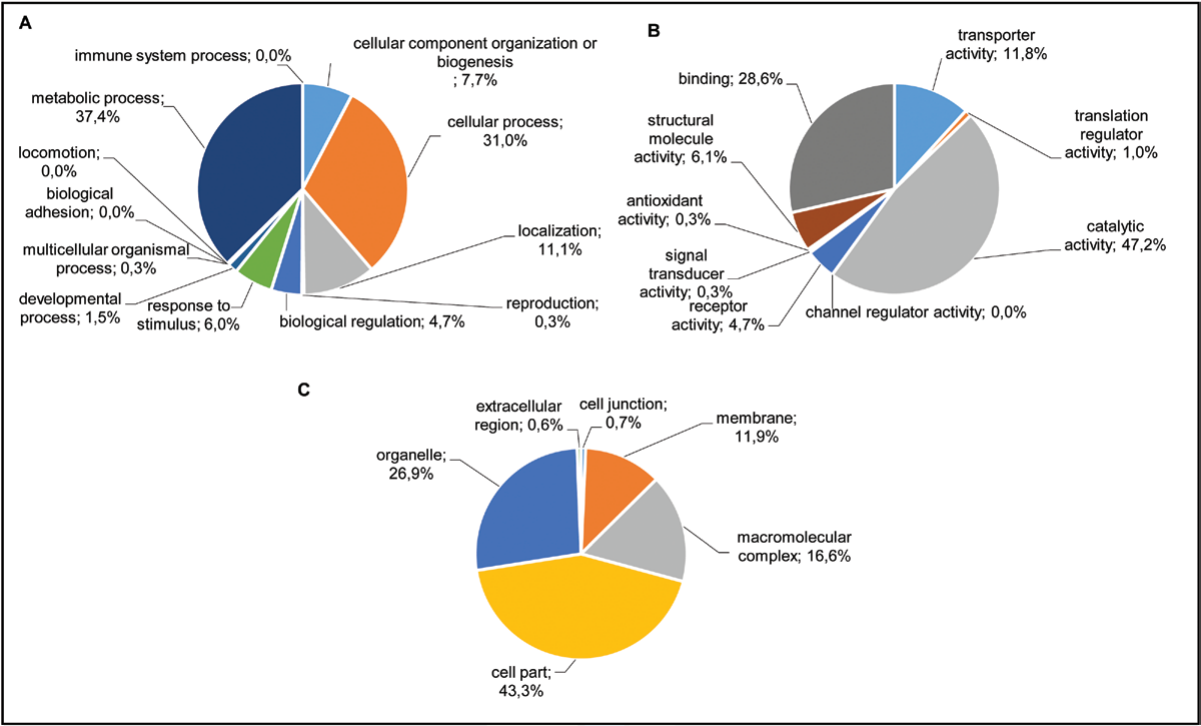
Gene Ontology analyses of all contigs. Pram contigs were assigned to GO slim terms for biological processes (A), molecular functions (B), and cellular components (C) using the PANTHER algorithm (http://www.pantherdb.org) (Mi *et al.*, 2016). Numbers indicate percentages of each GO slim term within main ontologies.

### Identification and characterization of *P. ramosa* genes induced during haustorium formation

To identify genes involved in haustorium formation and especially genes regulated before the visible onset of EHSs, a microarray based on the *P. ramosa* transcriptome assembly was designed. 

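The arrays of the 12 h time point hold 4 samples of *P. ramosa* germinated seeds treated with *B. napus* root exudates and 4 control samples kept in the incubation medium. The arrays of the 24 h time point are not analysed here. The sample labels give 4 replicates per group that were grown independently, whereas the methods of the paper give 2 biological replicates analyzed in a dye-switch design. The methods give crude exudates, and the protocol in the labels gives diluted ones. Control and exudate samples of the same replicate number were hybridized together on 1 array. The control sample was labeled with Cy5 (red) and the exudate sample with Cy3 (green) on arrays 1 and 2, and the dyes were exchanged on arrays 3 and 4. All 4 arrays lay on 1 slide, so that no difference between slides could be tested. The authors deposited the scanner output, in which each spot has a median intensity and a local background in each channel on a linear scale. From these, the background was corrected by normexp with an offset of 50, and the ratio of the channels was normalized by loess within each array over all sense and antisense spots. The log2 ratio of exudate to control was then averaged over the spots of a probe, without control spots and outlier spots. The offset draws the ratios of dim probes toward 0. A probe was tested where it was well above background on all 4 arrays in at least 1 of the 2 groups, which held for 30641 sense probes. In the control channels, 63.1%, 60.4%, 68.8% and 69.3% of the sense probes were well above background on arrays 1 to 4. In the exudate channels these shares were 57.5%, 65.9%, 37.5% and 57.2%, so that the exudate channel of array 3 was the dimmest. Across the tested sense probes, the log2 ratios of any 2 arrays correlated with r between 0.39 and 0.67, where probes are not independent replicates. The number of arrays limits the precision of each value.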

Germinated seeds were treated with *B. napus* root exudates and gene transcriptional levels were analyzed by microarray hybridization. According to the time course experiment (Fig. 1J), two time points (12 h and 24 h) were chosen for the microarray analysis in order to focus on early transcriptional changes. In these conditions, 893 DEGs displayed a 1.5-fold higher or 0.75-fold lower expression 12 h after treatment, and 3030 were detected after 24 h of treatment (Fig. 4A). 

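In the log2 ratios of the 4 arrays at 12 h, 5491 of the 30641 tested sense probes (17.9%) were DEGs, with a limma adjusted p-value below 0.05 and a fold change of at least 1.5 or at most 0.75. Of these, 1569 were higher and 3922 were lower in exudate-treated seeds. The direction was the same on all 4 arrays for 1476 of the higher and 3664 of the lower probes, which follows in part from how DEGs were chosen. Chance gives 1 direction on all 4 arrays for 12.5% of probes that are not chosen on these arrays. Among these, the 2 largest rises were those of Pram_47487, with a log2 fold change of 4.03 (standard error 0.30, limma adjusted p = 4.17e-05), and of Pram_47608, with 4.01 (standard error 0.29, limma adjusted p = 4.16e-05). The 2 largest falls were those of Pram_00984, with -2.53 (standard error 0.36, limma adjusted p = 0.00183), and of Pram_01625, with -2.45 (standard error 0.27, limma adjusted p = 0.000393). The files do not pair these identifiers with gene names. For 13 of the higher probes the control was well above background on no array, and for 62 of the lower probes the exudate sample was, so that their fitted fold changes depend on the offset. The count rested to a large part on array 1. Without replicate 1, 677 sense probes were DEGs, 419 higher and 258 lower. The largest move came from the authors' deposited processed values, in which 0 sense probes passed the same limma test with the columns paired by replicate number and 3840 passed at an unadjusted p below 0.05. The exudate columns of that table follow the arrays of other replicate numbers. Set against the control column of the array that each follows, a pairing chosen after seeing the data, they gave 5267 DEGs. With loess fitted to the sense spots on their own, an alternative chosen after seeing the data, 2363 sense probes were higher and 2583 were lower.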

RT-qPCR analyses were performed on a set of 21 randomly selected DEGs to validate the microarray results. Expression profiles showed patterns similar to those obtained from microarray analysis, thus demonstrating the reproducibility of microarray data (Supplementary Fig. S2).

**Fig. 4.**
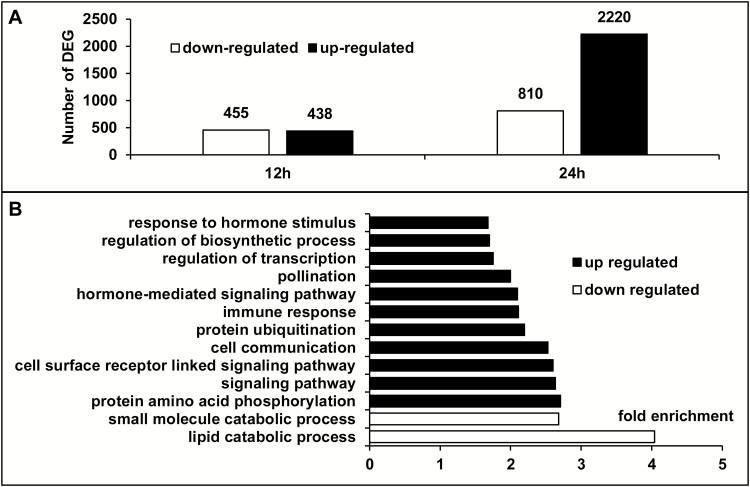
Analysis of differentially expressed genes (DEGs) during haustorial development. (A) Number of DEGs with log_2_ (FC) (fold change between *B. napus* exudate-treated/control *P. ramosa* germinated seeds) ≥1.5 or ≥ –0.75 at 12 h and 24 h. (B) Selected significant GO terms for pooled annotated DEGs. GO term enrichment analysis was carried out on the pooled DEGs using the AGRIGO algorithm. Fisher’s exact test (Hochberg FDR <0.05).

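The text of the paper gives the limits as linear fold changes, and these were used here. With the limits of the legend read on the log2 scale, as a log2 fold change of at least 1.5 or at most -0.75 with a limma adjusted p below 0.05, 237 sense probes were higher and 2617 were lower at 12 h. Supplementary Data set S2 lists 12 h values inside these log2 limits. Its value for Pram_28180 is 0.73 and its value for Pram_03507 (RD22) is -0.64.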

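In the 12 h arrays, the pool of 1569 up-regulated DEGs had a mean log2 fold change of 1.11 ± 0.49 (SD across DEGs), and the pool of 3922 down-regulated DEGs had a mean of -0.89 ± 0.25 (SD across DEGs). Both pools hold every DEG among the sense probes, with or without a BLAST hit, and no DEG of the 24 h time point. With the 13 and 62 DEGs that were never above background in control or exudate set to their bounds, the means were 1.11 and -0.89. On arrays 1 to 4 the mean log2 ratio of the up-regulated pool was 1.43, 0.93, 0.94 and 1.13. That of the down-regulated pool was -1.29, -0.40, -1.06 and -0.81. Each pool moved in its direction on all 4 arrays, as the choice of DEGs on these arrays largely fixes, and array 1 showed the largest change in both. With the processed signal of the scanner software in place of normexp and loess, the means were 1.53 and -1.33.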

DEGs were divided into two pools according to their up- or down-regulation, and the average gene expression values (fold changes against the control sample) was calculated for each pool and displayed in Table 1.

**Table 1.** Average expression values of annotated DEGs as log_2_ (FC) DEGs at 12 h or 24 h were pooled in two clusters according to their over- or under expression status.

Cluster	Sequence number with hit blast *A. thaliana*	Average log _ 2 _ (FC)
Pool up-regulated	974	1.4 ± 0.7
Pool down-regulated	720	–0.8 ± 0.3

Means are values ±SD.

To investigate a functional shift in the gene population, GO term enrichment analyses were carried out on the two pools of DEGs. Among the sequences assigned to the GO term biological process, repressed genes showed an over-representation of GO terms corresponding to lipid catabolic process and small molecule catabolic process. Up-regulated genes were notably enriched for terms corresponding to protein amino acid phosphorylation, signaling pathway, regulation of transcription, and hormone response, which suggests an involvement of hormone perception and signaling in EHS induction (Fig. 4B; Supplementary Data set S2).

### Multiple hormone responses

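The hormone sheet of Supplementary Data set S2 holds 79 genes, each with a sense probe on the arrays. It lists 24 of them with a 12 h value, 13 higher and 11 lower, and 55 with a value of 0 at 12 h. Of the 24 genes, 23 could be tested, and all 23 were DEGs in the direction that the paper lists. Adjusted over the list alone, 23 were called as well, which is not independent evidence since the paper chose the list on these samples. Across the 23 genes, the log2 fold change and the paper's value correlated with Pearson's r of 0.998 and Spearman's rho of 0.987, where genes are not independent replicates. Both values rest on the same arrays, so that r compares the processing and is not independent evidence of the response. The median absolute difference from the paper's value was 0.07 and the largest was 0.38. In the authors' deposited values, the log2 fold change of all 23 genes equaled the paper's value as rounded. For Pram_32493 (MYB78) both were 1.02, against 1.40 from the scanner output. Among these 23 genes, the largest rises were those of 3 contigs annotated as the flavodoxin-like quinone reductase FQR1. Pram_30975 had a log2 ratio of 2.61 ± 0.81 (SD, n = 4 arrays), Pram_29053 of 2.56 ± 0.41 and Pram_47965 of 2.46 ± 0.35. The largest falls among them were those of the cupin (CRA1) contigs Pram_12193, with -2.11 ± 0.59, and Pram_13641, with -2.01 ± 0.73, and of the JAR1 contig Pram_17697, with -2.01 ± 0.71. The limma adjusted p-values of these 6 contigs lay between 4.96e-05 and 0.000867. The gene that was not tested, IAA19 (Pram_33147), was well above background on 0 of 4 control arrays and on 3 of 4 exudate arrays, and its signal was at least 1.83-fold higher in exudate-treated seeds. This bound compares the mean log2 signal per channel after loess and Aquantile normalization with the dimmest probes well above background. Pram_35727, with a log2 fold change of -0.61 (standard error 0.18, limma adjusted p = 0.0383), was no longer a DEG when any 1 of the 4 replicates was left out. Without replicate 1, 15 of the 23 genes were called. Of the genes listed with 0 at 12 h, 39 were tested and 14 were DEGs at 12 h, or 16 adjusted over the list alone. From the enrichment of hormone response and signaling terms among up-regulated genes, the paper proposes that hormone perception and signaling are involved in EHS induction.

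**Figure D1:**
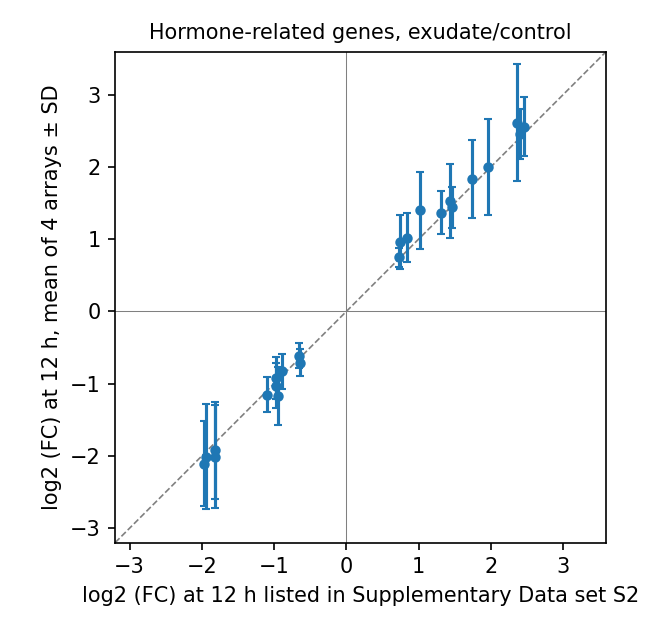
Log2 fold change (exudate/control) at 12 h of the 23 tested hormone-related genes. The x axis gives the paper's listed value and the y axis the mean of 4 arrays with the SD as bars, both on the log2 scale, and the dashed line marks equal values. The points lie close to the line, and the largest distance from it is 0.38. Both values rest on the same arrays.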

Among DEGs, 79 genes were related to a broad hormone response (Supplementary Data set S2). Considering this result, the impact of plant hormones on EHS formation was assessed using a set of hormones including auxin [1-naphthaleneacetic acid (NAA)], CK [*c/t*-zeatin (*c/t*Z)], gibberellic acid (GA_3_), abscisic acid (ABA), ethylene [1-aminocyclopropane-1-carboxylic acid (ACC)], jasmonic acid (JA), brassinosteroids (castosterone), and strigolactones (*rac*-GR24) at physiological concentrations ranging from 10^–4^ M to 10^–9^ M. *c/t*Z was the only molecule to induce EHS formation, with ~80% of the radicles harboring these structures at a concentration range of 10^–8^–10^−7^ M (Table 2A). As expected, no induction of EHSs was observed when germinated seeds were treated using molecules previously identified as HIFs in hemiparasitic plants, including DMBQ, syringic acid, vanilic acid, and coniferyl alcohol (Supplementary Table S4A).

**Table 2.** Effect of treatments with phytohormones on EHS induction. (A) *P. ramosa* germinated seeds were treated with an array of phytohormones at concentrations ranging from 10^–4^ M to 10^−10^ M. (B) Inhibiting activities were determined using a co-treatment with either *c/t*Z at optimum concentration (10^–7^ M) and NAA or ABA at concentrations ranging from 10^–4^ M to 10^−10^ M, or root exudates (Ex) and NAA or ABA at concentrations ranging from 10^–4^ M to 10^−10^ M. Results for treatments with *c*/*t*Z or exudates alone are displayed in (A). Exudates were half-diluted in buffer solution (0.5 mM HEPES, 0.05% PPM).

	Compound	EHS induction (%)						
		10^–4^M	10^–5^M	10^–6^M	10^–7^M	10^–8^M	10^–9^M	/
**A**	GR24	NI	NI	NI	NI	NI	NI	
	Cstosterone	NI	NI	NI	NI	NI	NI	
	GA_3_	NI	NI	NI	NI	NI	NI	
	ABA	NI	NI	NI	NI	NI	NI	
	NAA	NI	NI	NI	NI	NI	NI	
	ACC	NI	NI	NI	NI	NI	NI	
	JA	NI	NI	NI	NI	NI	NI	
	*c*/*t*Z	NI	NI	NI	82 ± 4	81 ± 1	NI	
	Exudates	–	–	–	/	/	/	88 ± 2
**B**	*c*/*t*Z (10^–7^ M)+NAA	NI	NI	2 ± 2***	87 ± 2	86 ± 2	87 ± 3	
	*c*/*t*Z (10^–7^ M)+ABA	NI	19 ± 3***	40 ± 2***	85 ± 1	86 ± 1	85 ± 2	
	Ex+NAA	NI	NI	87 ± 2	84 ± 4	88 ± 2	86 ± 3	
	Ex+ BA	36 ± 8***	50 ± 6***	92 ± 2	89 ± 1	95 ± 3	91 ± 2	

NI, non-induced.

Means are values ±SE (*n=*6 wells).

Means annotated with asterisks are significantly different from the highest induction value (*t*-test, ***P<0.001).

These results show that *c/t*Z triggers EHS formation in *P. ramosa* whereas NAA and ABA tended to have an antagonistic action, thus suggesting the involvement of the CK response in this process.

### Direct CK treatments induce EHS at the apex of the *P. ramosa* radicle

To confirm the role of CKs in EHS development, germinated seeds were treated independently with a set of 15 adenine-type CKs and phenylurea-type CKs known for their different structure–activity relationship (SAR) (Holub *et al.*, 1998; Spíchal, 2012). Adenine-type CKs include biologically active CKs [isopentenyladenine (IP), zeatin (Z), and dehydrozeatin (DHZ)], glycosylated and ribosylated CKs known to have reduced biological activities [zeatin *O*-glucoside (ZOG), DHZ *O*-glucoside (DHZOG), IP riboside (IPR), Z riboside (ZR), DHZ riboside (DHZR), DHZ riboside-*O*-glucoside (DHZROG), and *t*Z riboside-*O*-glucoside (*t*ZROG)], and 6-benzyl, 6-furfuryl, and 6-hydrobenzyl CKs [6-benzylaminopurine (BAP), kinetin (K), and meta-tomalin (mT)]. The highly biologically active phenylurea-type CK thidiazuron (TDZ) was also included (Supplementary Table S1). For each CK, the maximum haustorium induction activity (Fig. 5A) and the dose–response activity (Fig. 5B) were determined for concentrations ranging between 10^−10^ M and 10^–3^ M. Interestingly, as shown in Fig. 5B, each CK displayed two EC_50_ values, meaning that the efficiency of the compound can be determined with the concentration value but also with the active concentration range. In these conditions, TDZ was the most efficient compound with a maximum activity of 91 ± 1% (Fig. 5A) and active concentrations ranging from 1.2 × 10^−9^±2.8 × 10^−10^ M to 10^–7^±1.3 × 10^−8^ M (Fig. 5B). The most active group of CKs contains the isoprenoid CKs *t*ZOG, *c/t*Z, DHZ, IP, and the aromatic CKs K and BAP, inducing >80% of EHSs. A second group was formed with *t*Z, DHZOG, and *t*ZR, with an induction activity found between 60% and 70%. DHZR induced 50 ± 8% of EHSs and, below this value, a last group with the least active CKs (DHZROG and *t*ZROG) was found (Fig. 5A). Taken together, these results suggest a strong role for CKs in EHS development.

However, CKs with glycosylated or aromatic substituents display reduced efficiency. Indeed, it was found to be reduced 2–5 times when a glucose substituent was added (*t*Z>*t*ZOG; DHZ>DHZOG; DHZR>DHZROG) and 20–70 times when a ribose substituent was added (tZ>tZR; DHZ>DHZR; DHZOG>DHZROG). The addition of furfuryl or hydroxybenzyl substituents also decreased the overall efficiency (Fig. 5B).

**Fig. 5.**
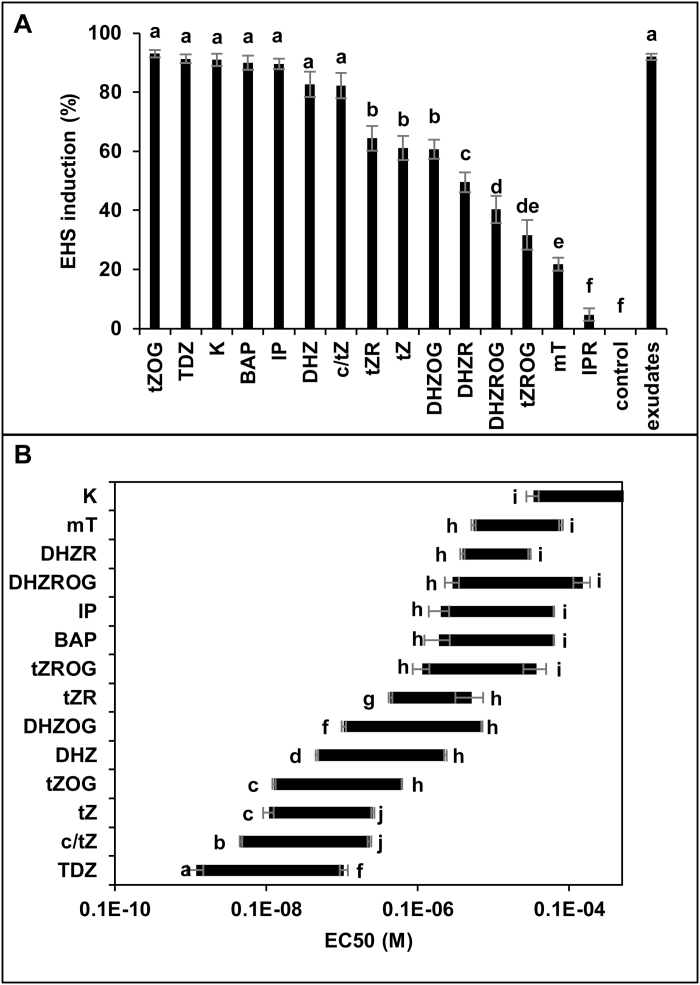
Effect of treatments with cytokinins on EHS induction. (A) Maximum EHS induction at the apex of *P. ramosa* germinated seeds after 72 h of treatment with an optimal concentration of *t*ZOG (10^–7^ M), TDZ (10^–8^ M), K (10^–4^ M), BAP (10^–5^ M), *c*/*t*Z (10^–7^ M), DHZ (10^–7^ M), IP (10^–5^ M), *t*Z (10^–7^ M), DHZOG (10^–6^ M), *t*ZR (10^–6^ M), DHZR (10^–5^ M), DHZROG (10^–5^ M), mT (10^–5^ M), IPR (10^–5^ M), and *t*ZROG (10^–6^ M). Means are values ±SE (*n*=6). Values with the same letter are not significantly different from the control points (ANOVA *P<*0.01). (B) Concentration-dependent stimulation by *t*ZOG, TDZ, K, BAP, *c*/*t*Z, DHZ, IP, *t*Z, DHZOG, *t*ZR DHZR DHZROG, mT, and *t*ZROG with concentrations ranging from 10^–4^ M to 10^−10^ M. EC_50_=half-maximal effective concentration. Means are values ±SE (*n*=6). Values with the same letter are not significantly different from the control points (ANOVA *P<*0.01).

### Cytokinin receptor inhibitor decreases EHS formation and parasite aggressiveness

To determine if CK perception is crucial for EHS formation in *P. ramosa*, PI-55, a specific inhibitor of BAP perception, was used. PI-55 is structurally related to BAP and was shown to inhibit competitively BAP binding on Arabidopsis-specific receptors CRE1/AHK4 and AHK3 (Spíchal *et al.*, 2009). Since the *P. ramosa* transcriptome also contains CRE1/AHK4 homolog sequence (Pram_00096), germinated seeds were treated with 10^–5^ M BAP alone or concomitantly with PI-55 (concentrations ranging from 10^–5^ M to 10^–9^ M) for 72 h, and EHS induction was monitored. BAP alone induced 68 ± 8% of EHSs. A maximum reduction of 83.8% was observed at 10^–6^ M PI-55 in the percentage of EHS induction (Fig. 6A).

**Fig. 6.**
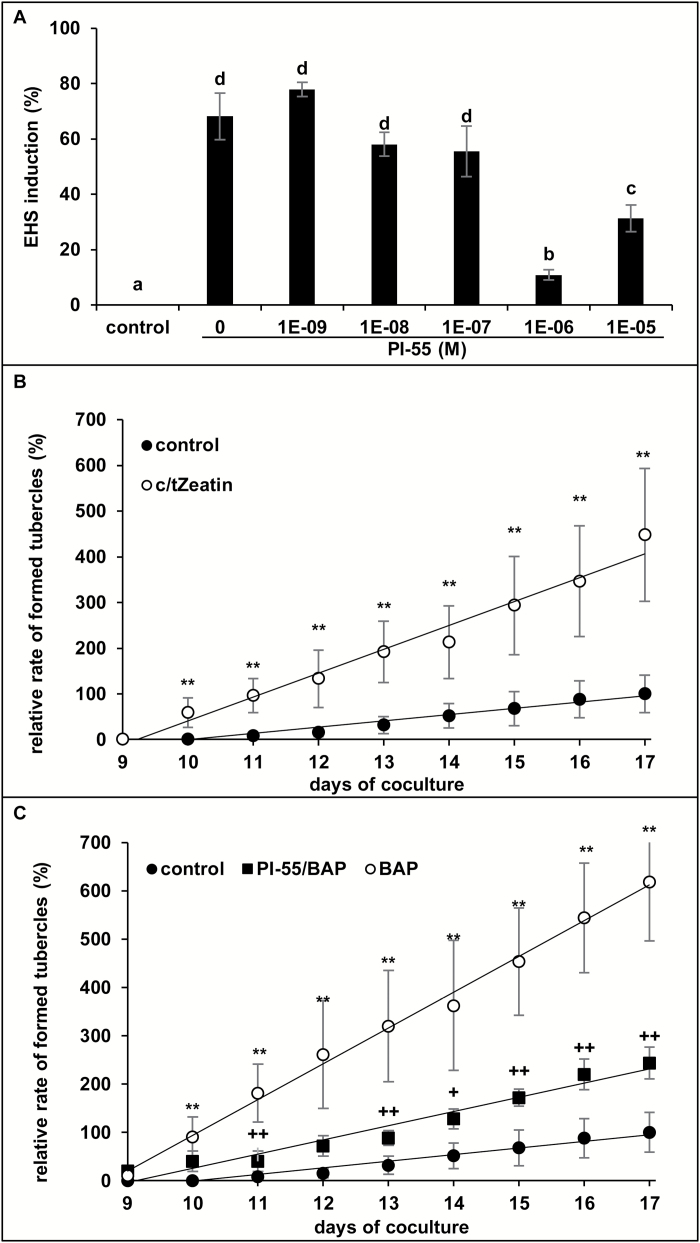
Induction of EHSs and parasite aggressiveness are controlled by cytokinins. (A) *P. ramosa* germinated seeds were co-treated with BAP (10^−5^ M) and PI-55 at concentrations ranging from 10^–6^ M to 10^–9^ M. The control condition corresponds to a treatment with BAP (10^–5^ M) alone. Means are values ±SE (*n*=6). Means annotated with different letters are significantly different from the control point (*t*-test, **P<0.001). (B) A 20 mg aliquot of *P. ramosa* germinated seeds was incubated for 48 h in *c*/*t*Z (10^–7^ M) or control solution before placing them in contact with *B*. *napus* roots. Five plantlets per plate and five plates per condition were used. The number of developing tubercles was assessed using the phloem-mobile dye 6-carboxyfluorescein and the results were expressed as a percentage of the maximum number of tubercles observed in control conditions. The control condition corresponds to a treatment with the buffer solution alone (0.5 mM HEPES, 0.05% PPM). Means are values ±SE (*n*=5). Means annotated with asterisks are significantly different from the control points (*t*-test, *P<0.05 and **P<0.01). (C) A 20 mg aliquot of *P. ramosa* germinated seeds was incubated for 48 h in BAP (10^–5^ M), BAP (10^–5^ M)/PI-55 (10^–6^ M), or control solution before placing the seeds in contact with *B*. *napus* roots. Five plantlets per plate and five plates per condition were used. The control condition corresponds to a treatment with the buffer solution alone (0.5 mM HEPES, 0.05% PPM). Means are values ±SE (*n*=5). Means annotated with astericks are significantly different from the control points (*t*-test, **P<0.01). Means annotated with plus signs are significantly different from the BAP alone points (*t*-test, ^+^*P<*0.05 and ^++^*P<*0.01, respectively).

In order to determine the involvement of CKs in the aggressiveness of *P. ramosa*, a co-cultivation assay was used. Germinated seeds were treated or not with either 10^–7^ M *c/t*Z or 10^–5^ M BAP or with 10^–5^ M BAP together with 10^–6^ M PI-55 for 48 h before placing them in contact with roots of *B. napus* plantlets. The number of tubercles in *c/t*Z- and BAP-treated conditions was already significantly higher (59 ± 32% and 91 ± 42%, respectively) than in untreated conditions (0%) from the 10th day on, and reached 448 ± 145% and 619 ± 123%, respectively, at the end of the experiment (Fig. 6B, C). During co-treatment with BAP/PI-55, a 56% reduction in the number of tubercles was observed at 10 d and a 60.5% reduction was observed at 17 d (Fig. 6C).

These results demonstrate that pre-inducing the development of EHS with CKs clearly increased the aggressiveness of the parasite in a similar way to that observed with *B. napus* root exudates, and that the inhibition of CK perception decreased both the number of EHSs and the subsequent aggressiveness of the parasite.

### Root exudates induce a cytokinin response pattern

To determine if the formation of EHSs induced by *B. napus* root exudates was accompanied by a similar gene response to that observed in response to CKs, *P. ramosa* germinated seeds were treated with exudates, 10^–7^ M *c/t*Z, 10^–5^ M BAP, or control buffer for 24 h. 

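In the 12 h arrays, the response regulator gene *PrRR5* (Pram_16837) had log2 ratios of exudate to control of 0.97, 0.83, 0.77 and 1.51 on arrays 1 to 4, with a mean of 1.02 ± 0.34 (SD, n = 4 arrays, limma adjusted p = 0.00779). Without replicate 1 its adjusted p from limma was 0.0506, just above the limit, with a log2 fold change of 1.04, and with median centring in place of loess it was 0.0834. The cytokinin oxidase gene *PrCKX4* (Pram_42581) had a mean log2 ratio of 1.83 ± 0.54 (SD, n = 4 arrays, limma adjusted p = 0.00069). The other cytokinin oxidase gene, *PrCKX2* (Pram_42809), had a mean of 1.47 ± 0.67 (SD, n = 4 arrays, limma adjusted p = 0.00423). For the zinc finger gene *PrZFP6* (Pram_43760) the mean was 1.13 ± 0.58 (SD, n = 4 arrays, limma adjusted p = 0.00956), and its probe was well above background on 2 of 4 control arrays. All 4 genes were higher in exudate-treated seeds on 4 of 4 arrays, under both dye orientations. The paper's list differs for *PrCKX2* and *PrZFP6*, with 0 at 12 h and log2 values of 1.74 and 0.89 at 24 h. *PrCKX4*, *PrCKX2* and *PrZFP6* were DEGs without any 1 of the replicates.

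**Figure D2:**
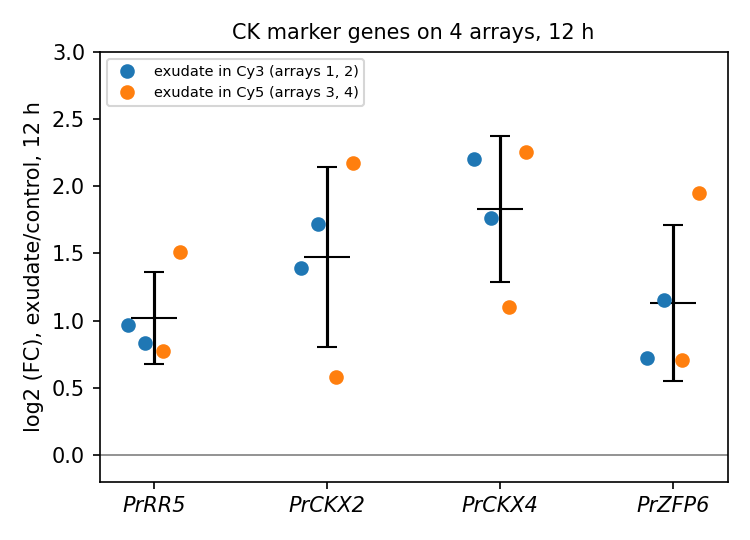
Log2 fold change (exudate/control) at 12 h of the CK marker genes. Each point is 1 array, colored by the dye of the exudate sample, and the bar and whiskers give the mean and SD of the 4 arrays. All points lie above 0, the lowest being that of *PrCKX2* on array 3, at 0.58.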

Total RNA was extracted and qRT-PCR experiments were carried out on a set of four genes (*PrRR5*, *PrCKX2*, *PrCKX4*, and *PrZFP6*), which were found to be differentially expressed in the present microarray analysis (Supplementary Data set S2) and which are described as CK marker genes (Bhargava *et al.*, 2013). As observed in Fig. 7, an accumulation of transcripts in response to either exudates or CK treatments was observed in the case of all marker genes, whereas no induction was observed in control conditions, which suggests that *B. napus* root exudates trigger a CK-like transcriptional response. Moreover, concomitant treatments with root exudates or *c/t*Z at optimum concentration (10^–7^ M) together with known antagonists of CK (NAA or ABA) decreased the number of EHSs at the apex of *P. ramosa* radicles (Table 2B). Indeed, induction triggered by *c*/*t*Z at 10^–7^ M or root exudates was completely abolished at 10^–6^ M and 10^–5^ M NAA, respectively. An ABA co-treatment at 10^–6^ M and 10^–5^ M decreased the induction triggered by *c*/*t*Z at 10^–7^ M or root exudates of ~50% of ABA.

### Characterization of HIFs released by *Brassica napus* roots

*Brassica napus* plants were grown hydroponically for 5 weeks and root exudates from weeks 3, 4, and 5 were collected and assayed for EHS induction. Active crude exudates were pooled, extracted by SPE, and separated by a RP-HPLC in 24 fractions. EHS induction was assessed throughout the purification process. The activity of *B. napus* root exudates was efficiently concentrated in the SPE extract (Fig. 8A). Regarding the different RP-HPLC fractions, EHS induction activity was significantly associated with only fractions 9 and 16 which eluted at 20–21 min and 27–28 min, respectively (Fig. 8A). The retention times of each fraction were compared with those of known CKs and with compounds previously tested for haustorium induction activity in hemiparasites (Kim *et al.*, 1998; Albrecht *et al.*, 1999). The results showed that fraction 16 (27–28 min) co-eluted with isorhamnetin which had no haustorium induction activity on *P. ramosa* (Supplementary Tables S4A, S5B), and interestingly fraction 9 co-eluted with different CK standards displaying EHS induction, including *c*/*t*Z, *t*Z, *t*ZR, *t*ZROG, DHZ, DHZR, and DHZROG (Supplementary Table S5A; Fig. 5A, B).

All fractions were further examined for the presence of 12 known CKs by using UPLC-ESI(+)-/MS/MS. No tested CK standard was detected in any fractions. Nevertheless, two transitions of *m/z* 222>136 and 222>69 normally associated with DHZ were detected specifically in fraction 9 at a retention time of 6.27 min (Fig. 8B; Supplementary Table S6). These results show that the active fraction 9 contains a CK which shares a DHZ structure. Moreover, as observed in response to crude root exudates, fraction 9 also showed a CK-inducing potential at the gene expression level since all four tested marker genes were induced in response to this fraction (Fig. 7).

**Fig. 7.**
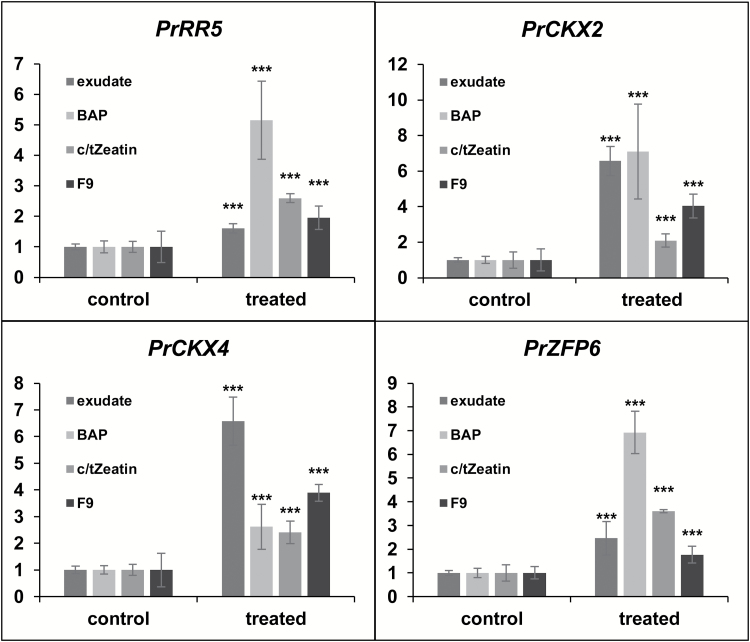
*Brassica napus* root exudates trigger the expression of cytokinin-responsive genes. (A–C) Expression levels of cytokinin-responsive genes (*PrRR5*, *PrCKX2*, *PrCKX4*, and *PrZFP6*) in *P. ramosa* germinated seeds treated for 24 h with either *B. napus* root exudates, BAP (10^–5^ M), *c/t*Z (10^–7^ M), or purified fraction 9 measured by RT-qPCR. The values correspond to the fold change compared with the control treated germinated seeds. The control condition corresponds to a treatment with buffer solution (0.5 mM HEPES, 0.05% PPM) supplemented with the corresponding solvent. Exudates and fraction 9 were half-diluted and 130-fold diluted in buffer solution (0.5 mM HEPES, 0.05% PPM), respectively. Two biological replicates were performed, each in three technical replicates. Means are values ±SD (*n*=6). Means annotated with asterisks are significantly different from the control points (*t*-test, ***P<0.001).

**Fig. 8.**
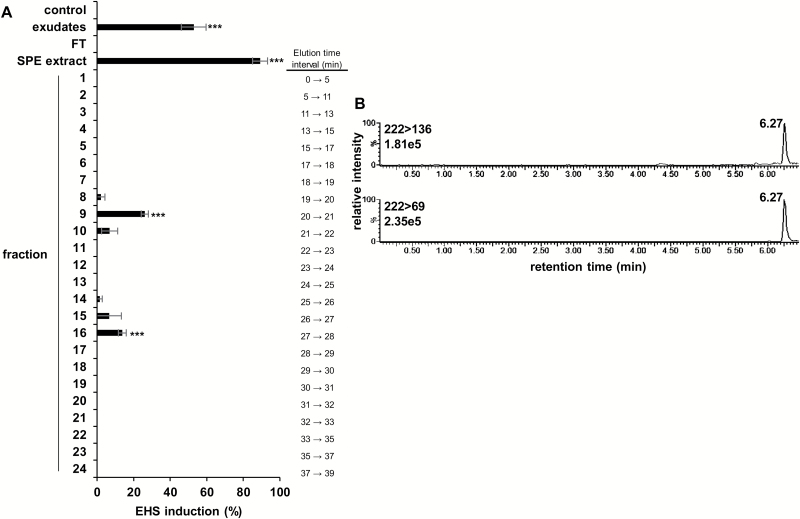
Fractionation of *B. napus* root exudates. (A) Distribution of EHS induction activity after RP-HPLC fractionation of SPE concentrated *B. napus* root exudates. Half-diluted exudates and SPE extracts (1000-fold diluted) were used as positive controls, Coïc medium was used as negative control. HPLC-purified fractions were 100-fold diluted. All dilutions were performed in buffer solution (0.5 mM HEPES, 0.05% PPM). Means are values ±SE (*n*=3). Means annotated with asterisks are significantly different from the negative control (*t*-test, ***P<0.001). (B). UPLC-ESI(+)-MS/MS analysis of fraction 9 detected in the MRN channel of DHZ.

## Discussion

The molecular determinism of the key development step of haustorium formation is largely unknown in root holoparasitic plants (Joel and Losner-Goshen, 1994). In the present study, we demonstrated that radicles of *P. ramosa* germinated seeds treated with uninfected *B. napus* root exudates displayed a growth arrest, a swollen apex, and epidermal cell outgrowth corresponding to EHS development previously described in either hemiparasitic or holoparasitic plants (Baird and Riopel, 1983; Joel and Losner-Goshen, 1994; Bandaranayake and Yoder, 2013; Cui *et al.*, 2016). These results show that *B. napus* roots constitutively produce active molecules which trigger durable changes in cell expansion, cell division, and cell differentiation at the apex of *P. ramosa* radicles.

Haustorium formation has been studied for decades in either holoparasites or facultative and obligate hemiparasitic plants and, whereas EHS formation has been shown to be an inducible process in the latter, the role of these structures in the overall aggressiveness of the parasite has long been uncertain and linked to the presence of attachment substances at the surface of haustorial hairs or papillae (Baird and Riopel, 1983; Joel and Losner-Goshen, 1994). The present study highlights the role of EHS development in *P. ramosa* aggressiveness. Indeed, a strong increase in the number of broomrape attachments (tubercles) was observed when germinated seeds were pre-treated with *B. napus* root exudates to induce EHSs before placing them in contact with *B. napus* roots (Fig. 2). Similarly, a recent study in *P. japonicum* showed that plants displaying the *haustorial hair defective* (*hhd*) mutation fail to form haustorial hairs upon DMBQ treatment and form fewer functional haustoria when put in contact with host roots (Cui *et al.*, 2016).

The transcriptome assembly obtained in this work yielded 53 511 contigs, 51% and 55% of which have a BLASTx hit with the Arabidopsis TAIR 10 database and the *S. lycopersicum* (GeneBank 160) genome, respectively. Although this value is weaker than the one found in a recent study in *P. japonicum* (60.23%) with 57 939 unigenes (Ishida *et al.*, 2016), our *de novo* assembled transcriptome still provides a reasonable coverage of *P. ramosa* genes. The *P. ramosa* microarray analysis focused on time points surrounding EHS formation in response to *B. napus* root exudates. GO term enrichment analysis of the overall DEGs did not reveal any over- representation of GO terms linked to reactive oxygen species (ROS) generation or response but an under-representation of the GO term GO:0016491 oxidoreductase activity. This finding differs from the over-representation of this GO term observed in previous transcriptomic analyses focusing on haustorium development in hemiparasitic species in response to DMBQ treatment (Yang *et al.*, 2015; Ishida *et al.*, 2016). Indeed, although ROS-related genes have been previously proposed to play an important role in the signaling leading to haustorium development in these species (Matvienko *et al.*, 2001*b*; Bandaranayake *et al.*, 2010; Ngo *et al.*, 2013; Yang *et al.*, 2015; Ishida *et al.*, 2016), ROS-related compounds such as DMBQ have no effect on haustorium formation in *P. ramosa*. The GO term pollination (GO:0009856) was over-represented in *P. ramosa* germinated seeds in response to root exudates, which might be surprising but it has previously been proposed that haustorial growth may be related to pollen tube growth (Thorogood and Hiscock, 2010; Pérez-de-Luque, 2013), and genes linked to this process were also detected during haustorium formation in hemiparasitic plants (Yang *et al.*, 2015). The GO analysis also revealed an increase inthe expression of genes related to signaling pathway, hormone-mediated signaling pathway, or regulation of transcription. This shift in the GO terms underlines the involvement of hormone signaling, which was previously described during haustorium development (Tomilov *et al.*, 2005; Ishida *et al.*, 2016). Indeed, auxin induces the formation of lateral haustoria in *T. versicolor* and *P. japonicum*. In contrast, it inhibits haustorium formation in the obligate hemiparasite *S. asiatica* which, like *P. ramosa*, forms terminal haustoria (Keyes *et al.*, 2000; O’Malley and Lynn, 2000; Tomilov *et al.*, 2005; Ishida *et al.*, 2016). The present study confirms those results since auxin did not show any EHS induction on *P. ramosa* germinated seeds and had an inhibitory effect when applied together with root exudates.

Among the different plant hormones tested in this study, only *c*/*t*Z triggered EHS formation with a maximum activity similar to *B. napus* root exudate treatment. Although the synthetic CK kinetin has already been shown to act in a similar way to DMBQ by inducing EHS formation in *S. asiatica* (Keyes *et al.*, 2000; O’Malley and Lynn, 2000), the swollen apex induced by this hormone was described as smaller than the one induced by DMBQ treatment whereas haustorial hair growth was exaggerated, giving rise to a somewhat distorted haustorium with no demonstrated functionality. The results presented here show that in contrast to DMBQ which has no effect, CKs trigger EHS formation in *P. ramosa* and increase the parasite aggressiveness. Moreover, when an array of CKs was tested, the SAR observed during EHS induction matched the one previously described in other development processes such as callus growth (Matsubara, 1980). The CK signal is mediated by the histidine kinase receptors CRE1/AHK4, AHK3, and AHK2 in *A. thaliana* (Inoue *et al.*, 2001; Suzuki *et al.*, 2001; Ueguchi *et al.*, 2001; Yamada *et al.*, 2001; Nishimura *et al.*, 2004), which act as a two-component signaling pathway (Hwang *et al.*, 2002). PI-55 is a purine derivative which specifically competitively inhibits the binding of BAP to CRE1/AHK4 in *A. thaliana* and thus disrupts this two-component signaling pathway. However, this molecule also displays a partial agonist activity on CK perception (Spíchal *et al.*, 2009). In the present study, the co-treatment of *P. ramosa* germinated seeds with PI-55 together with BAP yielded a massive reduction in the number of the observed EHSs but without completely abolishing their formation. Pharmacological approaches using PI-55 usually fail to be 100% successful. PI-55 effectively blocks the activity of CRE1/AHK4 CK receptor in Arabidopsis, but at high concentrations it has its own weak CK activity, most probably through another receptor (AHK3) (Spíchal *et al.*, 2009). This could explain the observed ‘mixed’ behavior of PI-55 at high concentrations (10^−6^ M and 10^−5^ M), which can cause an incomplete blocking of EHS development, especially when CK activity promotes it. PI-55 treatment also reduced the overall aggressiveness of *P. ramosa* when applied with BAP in comparison with BAP alone, suggesting that the signaling pathway leading to EHS formation involves histidine kinase receptors homologous to CRE1/AHK4 and AHK3. A transcript accumulation analysis of a set of known CK-responsive genes conducted during EHS induction in *P. ramosa* with either *B. napus* root exudates or CKs (*c*/*t*Z and BAP) revealed similar gene expression patterns. Interestingly, bio-guided RP-HPLC fractionation of *B. napus* root exudates revealed that two fractions (9 and 16) displayed high EHS induction activities and fraction 9 co-eluted with *c*/*t*Z, *t*Z, *t*ZR, *t*ZROG, DHZ, DHZR, and DHZROG standards. A subsequent UPLC-ESI(+)-/MS/MS analysis revealed that only the active fraction 9 contained a molecule displaying the transition *m*/*z* 222>136 and 222>69, which are normally associated with DHZ. This finding is also concordant with the CK-inducing potential of this fraction here demonstrated at the gene expression level. Although a further determination of the exact structure of this CK is required as well as the identification of the active compound contained in fraction 16, these results suggest that *B. napus* root exudates contain CKs. Such a finding is in accordance with previous results since the presence of plant-derived CKs has already been mentioned in the rhizosphere of tomato and rice (Davey and van Staden, 1976; Soejima *et al.*, 1992; Yang *et al.*, 2002).

CKs are known to control *A. thaliana* root growth and shape through multiple nodes of interaction with auxin (Schaller *et al.*, 2015). In this complex interplay, CKs tend to inhibit root growth by reducing the size of the root apical meristem and to promote cell differentiation (Dello Ioio *et al.*, 2007) through the involvement of the Aux/IAA protein SHY2 (Dello Ioio *et al.*, 2008; Moubayidin *et al.*, 2010). This demonstrated role of CKs is consistent with the phenotypical changes such as root growth arrest and differentiation of papillae from epidermal cells that occur upon *B. napus* root exudate or direct CK treatments at the root apex of *P. ramosa* germinated seeds. Ishida *et al.* (2016) have shown that auxin levels increased during haustorium induction and that the overexpression of *YUC3*, an auxin biosynthesis gene, was sufficient to induce EHS formation in the hemiparasitic species *P. japonicum*. A direct auxin treatment does not induce EHS formation in obligate root parasitic plants such as *P. ramosa* and *S. hermontica* that form terminal haustoria (Keyes *et al.*, 2000; O’Malley and Lynn, 2000; this study). However, it is effective in facultative hemiparasitic plants that form lateral haustoria (Tomilov *et al.*, 2005; Ishida *et al.*, 2016). Interestingly, CKs have been shown to be effective in both obligate and facultative parasitic plants. Although this suggests that CKs and auxin may interact to shape lateral haustorium formation in facultative parasitic plants and CKs alone may govern the establishment of the terminal haustorium in obligate root parasitic plants, more detailed studies are required on the involvement of such an interplay in this specific root development.

The results presented here demonstrate that EHS formation in *P. ramosa* is an inducible process under the control of host root exudate compounds, notably of an as yet unidentified CK contained in *B. napus* root exudates. This sheds new light on the establishment of the haustorium in parasitic plants by putting an emphasis on the involvement of host-exudated CKs as HIFs.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. Stock solution used.

Table S2. List of primers used for RT-qPCR analysis.

Table S3. Summary of the *de novo* assembly of the *P. ramosa* transcriptome.

Table S4. Effect of treatments with known HIFs and solvent effect on haustorium formation in *P. ramosa*.

Table S5. Chromatographic behavior of standard compounds during RP-HPLC fractionation.

Table S6. Chromatographic behavior of cytokinin standard compounds during UPLC-ESI(+)-MS/MS analysis.

Fig. S1. Dose–response effect of exudate dilution.

Fig. S2. RT-qPCR validation of the expression profiles of selected genes.

Data set S1. GO term enrichment analysis on *de novo* assembly of the *P. ramosa* transcriptome.

Data set S2. GO term enrichment analysis on the DEG set.

Data deposition. Transcriptome sequence data have been deposited in the Parasitic Plant Genome Project (Westwood *et al.*, 2012; Yang *et al.*, 2015; http://ppgp.huck.psu.edu/). Microarray data have been deposited in the Gene Expression Omnibus under the accession numbers GPL23512 and GSE99377.

## Supplementary Material

supplementary_Tables_and_Figures Click here for additional data file.

supplementary_dataset_S1 Click here for additional data file.

supplementary_dataset_S2 Click here for additional data file.

## Abbreviation:

CK: cytokinin
DEG: differentially expressed gene
EHS: early haustorial structure
GO: Gene Ontology
HIF: haustorium-inducing factor.

How the deposited data were processed for this re-analysis (not part of the article)

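The arrays compared RNA of *P. ramosa* germinated seeds treated for 12 h with *B. napus* root exudates with RNA of seeds kept for 12 h in control medium. There were 4 samples per group on 4 arrays, each array holding 1 control and 1 exudate sample in different dyes. Conditions, replicate numbers and dyes were taken from the sample labels. The paper describes 2 biological replicates in a dye-switch design and the labels describe 4 replicates grown independently, so that arrays were treated as replicates and both ways of averaging dye-swapped arrays were tried. If the arrays hold only 2 biological replicates, dye swaps were counted as replicates and the limma p-values overstate the evidence. Averaging left 2 values per probe, so that these fits cannot settle this. The arrays of the 24 h time point are not analysed here.

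The authors deposited the scanner output of each array, with the median intensity, the local background, a processed intensity and quality flags of every spot and channel on a linear scale and not normalized between channels in the median intensity. The text of the paper names R and an earlier article for the statistics and no normalization of the arrays. The authors also deposited a table of processed log2 values of the sense probes, 1 column per sample, whose scale and normalization are not described in the paper's text. Each control column of this table correlated most with the scanner intensity of the array of its number, with r of at least 0.99. The exudate columns numbered 1, 2, 3 and 4 correlated most with the exudate channels of arrays 3, 4, 1 and 2. The table had 0 columns of values per sample that were not used. The scanner output was used for all values, and the deposited log2 values as an alternative.

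All values were computed with R 4.3.3 and limma 3.58.1. Median intensities were background corrected by normexp with an offset of 50 and normalized within each array by loess with a span of 0.3 and 4 iterations, in which control spots had no weight. Control spots and spots with outlier flags were then left out, saturated spots were kept, and the spots of a probe were averaged. Log2 ratios were turned to exudate over control on every array. Probes well above background on all 4 arrays in at least 1 group were tested, 30641 sense and 16084 antisense probes, with lmFit and eBayes on the 4 log2 ratios and Benjamini-Hochberg adjustment within each class of probes. A DEG had an adjusted p below 0.05 and a fold change of at least 1.5 or at most 0.75. The fold limits are those in the text of the paper, which names no p limit for the arrays, so that the p limit was set here. Lists of genes were tested with fry, each gene turned by the sign of the paper's value, and set beside 10000 random lists matched on mean intensity in 20 bins. Bounds for probes not well above background used the single channels after loess and Aquantile normalization. They set the bright group against the higher of the dim probe's own signal and the lowest signal among probes well above background on that array.

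The log2 ratio pairs the control and exudate samples of an array. The pairing comes from the shared array, and the fit without this block is one of the alternatives. After removal of the group means, the 2 channels of arrays 1 to 4 correlated with r of 0.22, 0.24, 0.75 and -0.24 across tested sense probes, which are not independent replicates. For the controls of arrays 1, 2 and 4 the highest r with the exudate channel of another array was larger, with 0.30, 0.66 and 0.19, so that the pairing rests on the shared array and not on these values. All 4 arrays lay on 1 slide and were scanned together, so that a slide or scan block could not be fitted.

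The steps were tested on simulated data for the comparison of exudate with control at 12 h over 30641 sense probes. Of 200 probes changed by a log2 fold change of 1 in either direction, with a probe noise SD of 0.404 and a dye effect that grew with intensity, 158 were called in the right direction and 0 in the wrong one, and 6 unchanged probes were called. The median estimates were 0.92 and -0.82, so that fold changes were understated. All simulated probes had the same noise SD, drawn apart for each probe, and no shift between sense and antisense probes. The few false calls therefore say little about false calls among the real DEGs.

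The depth of an array is its signal over background. The median signal of a channel lay between 130 and 241 over a median background between 49 and 157, and between 36.2% and 62.5% of the spots were well above background. Between 0.0409% and 0.28% of the spots were saturated.

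The genes named in the text were chosen by a rule written before the data were examined. They are the genes of the hormone sheet of Supplementary Data set S2 with a 12 h value other than 0, the 4 CK marker genes, the CRE1/AHK4 homolog, and the 2 largest rises and 2 largest falls among sense DEGs that changed the same way on all 4 arrays. Of these 31 genes, 29 were tested. Gene names come from the paper's list. The alternatives set before the data were examined changed the background correction, the normalization, the filter on dim probes, the outlier spots, the dye, the pairing, the averaging of dye swaps, the replicates, the p and fold limits, and the source of the values. Loess fitted to each strand on its own, and the deposited values without a replicate block, were added after seeing the data. The copy of Supplementary Data set S1 used here holds only the first part of its GO assignments, so that no GO enrichment was run. The RT-qPCR experiments are not analysed here.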

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

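The tests of a dye bias by orientation, of a shift of the antisense ratios as a class and of other sign patterns of the antisense calls were chosen only after the result was seen. The paper does not report on the antisense probes, and 1370 of the 16084 tested antisense probes (8.52%) were called at 12 h, 1341 higher and 29 lower. Of the 1341 higher ones, 1320 were higher on all 4 arrays. The sense probe was well above background in no channel for only 3.07% of the called antisense probes. This argues against a contig orientation predicted on the wrong strand only if 1 strand alone gave signal. Where both strands gave signal, a wrongly oriented contig would look the same, so that a wrong orientation is not excluded. The tables argue against a dye bias of single probes, which would change sign when the dyes are exchanged. Of the 1341 antisense probes highest on the arrays of 1 dye orientation, 96.9% and 96.8% lay above the median of all tested antisense probes on the arrays of the other orientation, where chance gives 50%. Label carried into both strands remains open, as 92.6% of the called antisense probes with a tested sense probe moved the same way as that probe, with r = 0.671 across 14015 contigs, which are not independent replicates. Antisense transcripts that follow their gene would look the same. A shift of the antisense ratios as a class also remains open. The median log2 ratio of the tested antisense probes was 0.33, 0.26, 0.59 and -0.04 on arrays 1 to 4, against -0.21, -0.09, -0.29 and -0.02 for the sense probes. With loess fitted to the antisense spots on their own, 23.3% of the calls were made again, and 380 antisense probes were called, 296 higher and 84 lower. This fit centers the antisense ratios whatever shifted them, so that it does not decide between a technical shift and one through the treatment. Without replicate 1, 249 antisense probes were called. Changing the sign of some arrays gave 0 antisense calls with limma, against up to 1326 at an unadjusted p below 0.05, so that 1 of 8 sign patterns, the real one, reached this count. With 8 patterns the share cannot fall below 12.5%, and chance cannot be excluded this way.

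The control sample of array 3 had fewer saturated spots (0.0767%) than the other 3 control samples, which lay between 0.231% and 0.26%. Pram_35727, a contig of the hormone list, had a log2 ratio of -0.86 on array 1 and between -0.55 and -0.50 on the others. Both values stood far from the other 3 by Dixon's criterion, which singles out about 5% of groups by chance, and 45 groups of 4 values were examined. No biological explanation was tested for either.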

How the results depend on the processing

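Counts of DEGs moved widely with the processing. The alternatives with loess per strand and with the deposited values without a block or paired by array were chosen after seeing the data. Of the 29 tested named genes, each kept its sign under the 5 alternatives that took other values of all 4 arrays. These were no background correction, the processed signal, median centring, loess per strand and the deposited values. The other alternatives say nothing on direction, since all 29 genes moved the same way on all 4 arrays and neither a left-out replicate nor another test or limit can change the sign. The cause of each move was not tested unless stated.

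The values as reported were 5491 sense DEGs (1569 higher, 3922 lower), 1370 antisense DEGs, 14 called genes among those that the paper lists with 0 at 12 h, and pool means of 1.11 and -0.89. Without background correction there were 3548 sense DEGs, 2387 of them lower, 696 antisense DEGs and 9 such listed genes. With the processed signal of the scanner software, the pool means were 1.53 and -1.33. With median centring, 335 sense probes were higher, 240 antisense probes were called, 6 such listed genes were called and the up-regulated mean was 1.53. Without a filter on dim probes there were 2266 sense DEGs (824 higher, 1442 lower), 525 antisense DEGs and 9 such listed genes, with more probes tested. With both channels above background on all 4 arrays, 2517 sense probes were lower. With a dye covariate there were 3534 sense DEGs, 2369 of them lower, 831 antisense DEGs and 9 such listed genes. Averaging arrays 1 and 3 and arrays 2 and 4 gave 6147 sense and 3319 antisense DEGs. With arrays 1 and 4 and arrays 2 and 3 averaged there were 4645 sense DEGs.

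With no replicate block, that is without the pairing of an array's 2 channels, there were 2359 sense DEGs (780 higher, 1579 lower), all of them called with the pairing too, 510 antisense DEGs and 7 such listed genes, and the up-regulated mean was 1.34. Of the 29 named genes, 5 were no longer called.

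The limits acted as they must. At an unadjusted p below 0.05 there were 9490 sense DEGs, 7486 of them lower, and 3690 antisense DEGs, and at an unadjusted p below 0.01 there were 2131 antisense DEGs. At an adjusted p below 0.01 there were 1086 sense DEGs (538 higher, 548 lower), 291 antisense DEGs and 5 such listed genes, with pool means of 1.58 and -1.30. With the fold limits read as log2, there were 2854 sense DEGs, 237 of them higher, 332 antisense DEGs, 15 of the genes listed with a 12 h value and 3 of those listed with 0, and the up-regulated mean was 2.05.

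Leaving out 1 replicate at a time gave between 677 and 5536 sense DEGs, between 419 and 1478 higher, between 258 and 4135 lower, and between 249 and 1706 antisense DEGs. It gave between 15 and 22 of the genes listed with a 12 h value, between 5 and 12 of those listed with 0, and pool means between 1.24 and 1.60 and between -1.27 and -1.04. The lowest counts of DEGs and of listed genes came without replicate 1, where 8 of the 29 named genes were no longer called. Each of these fits has fewer arrays.

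With loess per strand, 2363 sense probes were higher and 2583 lower, and 380 antisense probes were called. The share of rises among the sense DEGs was 28.6% as reported, 8.36% with median centring and 47.8% with loess per strand. The median log2 fold change of the tested sense probes was -0.14, and it was -0.41 with median centring, -0.27 with the processed signal and -0.02 with loess per strand, so that a change is relative to this shift.

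In the authors' deposited values with the columns paired by replicate number, limma called 0 sense probes (0 higher, 0 lower), 0 of the genes listed with a 12 h value and 0 of those listed with 0, against 3840 sense probes at an unadjusted p below 0.05. With each exudate column set against the array it follows, they gave 5267. With no replicate block they gave 1 sense DEG, 1 higher and 0 lower, and 0 and 0 listed genes, against 4406 at an unadjusted p. They hold no antisense probe.

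The genes that the paper lists at 24 h only had a median log2 fold change of 0.45 at 12 h in the direction of their 24 h value, past the limit of 0.05 in the set test fry of limma. It was 0.20 with median centring and 0.45 with either averaging of dye swaps, none of them past the limit. It lay between 0.33 and 0.62 with a replicate left out, past the limit without replicate 4 and not past it without replicate 1, 2 or 3. An exact test on the signs of 4 arrays cannot give a share below 12.5%.

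A slide block could not be fitted, since all 4 arrays lie on 1 slide. Signal over background limits the dim probes, and the filter left out IAA19 and the CRE1/AHK4 homolog for this reason.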

Differences from the paper's values

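The paper gives 893 DEGs at 12 h, and 5491 sense probes were DEGs here. Its text names no p limit for the arrays, so that the 2 counts may rest on different limits. Of the alternatives set before the data were examined, an adjusted p below 0.01 (1086) and the fit without replicate 1 (677) came within 1.5 times of the paper's count, and the others did not. Fig. 4A shows about 440 up-regulated DEGs at 12 h, read by eye, against 1569 here. Median centring (335), the fit without replicate 1 (419) and an adjusted p below 0.01 (538) came within 1.5 times of it, and the other alternatives did not. Fig. 4A shows about 460 down-regulated DEGs at 12 h, read by eye, against 3922 here, and only an adjusted p below 0.01 (548) came within 1.5 times of it.

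For the hormone-related genes, the paper's list gives 0 at 12 h for 55 genes. Of the 39 that were tested, 14 were DEGs at 12 h here (35.9%, against 17.9% of all tested sense probes). Among the 14 are the marker genes *PrCKX2* (log2 fold change 1.47, limma adjusted p = 0.00423) and *PrZFP6* (1.13, limma adjusted p = 0.00956). They also include Pram_04752 (AIR12), chosen after its values were seen, which the paper lists as lower at 24 h and which was higher at 12 h here (0.73, limma adjusted p = 0.0381). IAA19 (Pram_33147), which the paper lists as higher at 12 h, was not tested here because neither group was well above background on all 4 arrays. It was well above background on 0 control and 3 exudate arrays. Without a filter on dim probes limma called IAA19 as higher, with a fitted fold change that depends on the offset.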

Other observations

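The tests of the loess fit, of an exchange of samples, of the columns of the deposited table, and of other sign patterns of the listed genes were chosen only after the result was seen. The sign patterns of the sense DEGs and the random lists were set before.

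More sense probes fell than rose at 12 h, since 28.6% of the sense DEGs were higher. This excess rested on array 1 and on the p limit, as 61.9% were higher without replicate 1 and 49.5% at an adjusted p below 0.01. Sense and antisense spots share 1 loess fit on each array, and antisense ratios lie above sense ratios on arrays 1 to 3. With loess fitted to the sense spots on their own, 47.8% of the sense DEGs were higher, and 2583 of the 3922 lower probes were called again. This fit centers the sense ratios near 0, at a median of -0.02 against -0.14, whatever shifted them. It therefore does not decide between the joint fit and a true excess of falls, and both stay open.

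The authors' deposited log2 values gave 0 sense DEGs with limma when control and exudate columns were paired by replicate number, against 3840 at an unadjusted p below 0.05. In this table the exudate columns numbered 1 to 4 follow the exudate channels of arrays 3, 4, 1 and 2. When each exudate column was set against the control column of the array it follows, 5267 sense probes were DEGs, 1477 higher and 3790 lower. Of these, 1405 and 3413 were also DEGs in the scanner values. The mean log2 fold change is the same under either pairing, so that only the spread between arrays differs. This is consistent with an exchange of exudate columns 1 and 3, and of 2 and 4, between the table and the scanner output. The condition of each column is not affected.

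Changing the sign of the log2 ratio on some arrays tests other groupings that part the same pairs. Of 8 sign patterns, only the real one, 1 pattern, gave any sense DEG with limma. At an unadjusted p below 0.05 the others gave up to 3155, and the pattern that follows the dyes gave 47. Of the hormone list, the 23 and the 14 called genes were also reached by 1 of 8 patterns each. The others called 0 of them, or up to 5 and 7 at an unadjusted p. As the share cannot fall below 12.5%, chance cannot be excluded by this count. Without the pairing, the 8 channels can be split in 35 ways, and 27 of them leave both channels of an array together. The real split gave 2359 sense DEGs, and 1 of the 27 gave 2541. It puts control 2 with exudate 1, 2 and 4, and exudate 3 with the other controls. This count does not decide on an exchange of control 2 and exudate 3. In a score of the mean level of up-regulated minus down-regulated DEGs, called without the array concerned, exudate lay above control by 3.80, 1.15, 1.77 and 1.71 on arrays 1 to 4. The 1.15 of array 2 is the smallest. Those of arrays 2 and 3 are within the range of the exudate samples, as the scores lay between -1.80 and -0.35 for control and between 0.18 and 2.00 for exudate. Exudate 3 had the lowest score of the exudate samples and control 2 the highest of the controls. After an exchange, arrays 2 and 3 would each hold 1 condition in both channels. Their log2 ratios still correlated with those of array 1 with r of 0.59 and 0.64 across tested sense probes. With those of array 4 the r was 0.39 and 0.44. These values argue against an exchange on its own. A spread between replicates along the same axis as the treatment, with or without an exchange, stays open.

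It was asked whether the 24 h response of hormone-related genes can be seen at 12 h. Of the 39 tested genes that the paper lists with 0 at 12 h, 36 moved in the direction of their 24 h value, with a median log2 fold change of 0.45 in that direction, which passed the limit of 0.05 in fry. That genes of like intensity move the same way is argued against by 0 of 10000 random lists of the same signs matched on mean intensity reaching this median, the median of the random lists being -0.09. With median centring the median was 0.20 and fry did not pass its limit. The median of all tested sense probes moved from -0.14 to -0.41 under it, and 0 of 10000 matched lists reached the list's median there. Across these genes, the 12 h value and the paper's 24 h value correlated with Pearson's r of 0.717 and Spearman's rho of 0.534, where genes are not independent replicates. The paper's list was chosen on the 24 h samples. Of the 39 genes, 14 were DEGs at 12 h, 13 of them in the direction of their 24 h value. With 1 replicate left out, between 5 and 12 were called. The median then lay between 0.33 and 0.62, and 0 of 10000 matched lists reached it in any of these fits. These values argue against the view that none of these genes had begun its 24 h change at 12 h. For the list as a whole, the hypothesis that the 24 h response is under way at 12 h stays open. The set test fry passed its limit without replicate 4 and not without replicate 1, 2 or 3.

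The CRE1/AHK4 homolog Pram_00096 was well above background on 0 of 4 control and 0 of 4 exudate arrays, so that its change at 12 h could not be measured. The cytokinin oxidase genes *PrCKX4* and *PrCKX2* were higher on 4 of 4 arrays, and the CKX1 contig Pram_32365, with a log2 fold change of -0.10 (limma adjusted p = 0.733), was not called. The contig that rose most, Pram_47487, had log2 ratios of 4.26, 2.75, 3.97 and 5.13 on arrays 1 to 4, and Pram_47608 of 4.01, 2.76, 4.22 and 5.04.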
